A study of Caenorhabditis elegans with 24 samples. Its data were reported in "Cell-specific microarray profiling experiments reveal a comprehensive picture of gene expression in the C. elegans nervous system" (2007).

How the data were processed

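Transcripts were measured on the Affymetrix C. elegans GeneChip, which carries 22625 probe sets, in 24 samples of 19 independent hybridizations. Embryonic neurons were sorted by fluorescence from cells of dissociated embryos kept in culture, and their reference was all viable cells of such cultures. Larval neuronal transcripts were recovered from fixed L2 larvae by pulling down a FLAG-tagged poly(A)-binding protein made under a pan-neural promoter or under the unc-4 promoter, and the larval reference was RNA bound nonspecifically in control pull-downs. RNA was amplified and labelled with biotin before hybridization. The authors computed the deposited values as intensity per probe set by robust multi-array analysis (RMA), which corrects for background, equalizes the distribution of intensities across arrays and summarises the probes of a probe set. They ran it separately for 3 sets of arrays, the embryonic arrays, the larval pan-neural arrays with 5 larval references and the A-class arrays with the same 5 references, and turned the log2 results back to a linear scale. The version of the software is not given in the sources used here. Because each set was normalized on its own, levels are compared only within a set, and across sets only enrichments over the reference are compared.

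Other deposited records, per the file headers, hold the fluidics and scanner settings of each array and no other unit of expression. They were used to learn which arrays shared a hybridization day, a wash protocol and a chip lot. The labels place 3 larval references in the embryonic set, while the values of these arrays followed the distribution of the larval pan-neural set. The largest gap between quantiles was 0.0325 (log2) to that set and 0.346 to the embryonic arrays, so the 5 larval references were used with the larval pan-neural arrays, as the series design states. Each larval reference appears in 2 sets with values that differ by the normalization alone. The squared correlation between the 2 versions of a hybridization was 0.991 to 0.993, and between different hybridizations it was at most 0.977. They were counted as separate replicates only in 1 alternative fit.

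The intensities were turned to log2. The 77 AFFX control probe sets were left out, and the other 22548 were tested without a filter on intensity. A gene name was available for 20766 probe sets with a single gene, 887 matched several genes and 895 had no name, and the named probe sets covered 17118 genes. Gene numbers of 20701 probe sets were found in the RefSeq gene table of the assembly WBcel235. Probe sets are designed near the 3′ end of transcripts, and those shared by several transcripts or prone to cross-hybridization were kept.

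Each neuronal sample was compared with the reference of its own set by limma 3.58.1 in R 4.3.3 (linear model with moderated variance), with Benjamini-Hochberg adjustment over all probe sets. A probe set was called at an adjusted p under 0.01 and a change of at least 1.5-fold. The embryonic and the larval pan-neural enrichment were compared by a contrast of both differences in a single fit over the 15 arrays. The A-class and the larval pan-neural sample were compared after subtraction of the mean of the references from each probe set, so that the noise of the shared references cancels. SE is the moderated standard error of a log2 change, and SD is the spread between arrays. Overlaps of called probe sets were tested by 1-sided Fisher's exact tests against the number expected for independent sets, and the overlap of the larval samples was also compared with 100 simulations of unchanged samples that shared the references. P-values of single probe sets rest on the spread between replicate arrays. Those of overlaps take probe sets as independent units and do not measure that spread. Depth has no counterpart on these arrays other than signal over background. Probe sets near the floor of the array in every group, such as that of rgef-1, could not show a change, and changes against a group near the floor are rough.

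Before the data were examined, 33 gene lists of neuronal functions, developmental regulators and other tissues were written down from textbook knowledge, together with the groups, tests, thresholds, rule for named genes and most alternatives. The lists were synaptic vesicle and active zone genes, acetylcholine use, GABA identity, monoamine identity, glutamate identity, nicotinic receptors, glutamate and GABA receptors, flp neuropeptides, nlp neuropeptides, insulin-like peptides, peptide processing, potassium channels, calcium and NCA channels, touch neurons, ciliated neurons, guanylate cyclases, chemoreceptors, homeobox genes, nuclear receptors, bHLH genes, axon guidance, cholinergic motor neurons, the dauer pathway, body wall muscle, pharyngeal muscle, intestine, cuticle collagens, further hypodermal genes, germline, coelomocytes and glia, ribosomal proteins, stress response and cell cycle with DNA replication. Some genes stand in more than 1 list. A gene was represented in its list by its single-gene probe set with the highest mean intensity, so that a value in a list can come from another probe set than the value of a named gene. Lists were tested with camera of limma, which compares the genes of a list with all others, with a preset correlation between genes of 0.01 and adjustment over the lists of a comparison, and were called at an adjusted p under 0.05. The test was repeated with a correlation estimated for each list, and no list in any of the 5 comparisons passed then. The lists described gene by gene were chosen after the results of the lists were seen.

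The named genes followed a rule. They were the 6 genes with the largest rise and the 6 with the largest fall among called probe sets whose arrays did not overlap between the groups, genes that the study's own text names for that sample, and from each described list up to 3 members of smallest adjusted p and the most abundant member that did not pass. The same rule without the study's genes was used for the comparisons of enrichments. Genes named outside the rule are marked in the text.

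Alternatives were other scalings of the arrays, filters on dim probe sets, other variance models and thresholds, single-gene probe sets, the omission of each array in turn, a replicate block, hybridization day as a block or random block, the day that held both groups, a single fit over all arrays, subsets of the larval references and significance analysis of microarrays (SAM), which the study used and which was written anew for this work as an unpaired test with a false discovery rate of 1%. Replicate numbers were tried as a block, although for most arrays the replicate of the same number in the reference was not the one they resembled most. Background correction and the summary of probes were not varied, since they were part of the deposited values. The study also supplies intensities computed by another method, which were not used here.

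limma, SAM and camera were tested on simulated data, and the other steps were not. Probe sets were raised or lowered in equal numbers in unchanged noise of each comparison. Among 100 changed 4-fold, limma recovered 78% for embryonic neurons, 96% for larval neurons, 98% for A-class neurons, 78% for the embryonic against the larval enrichment and 92% for the A-class against the larval pan-neural sample. Among 100 changed 2-fold it recovered 28%, 54%, 69%, 20% and 68%. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Present and absent calls and the embryonic A-class profile that the study discusses were not analysed here.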

Results

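RNA from neurons of the nematode Caenorhabditis elegans was hybridized to Affymetrix arrays beside reference RNA from all cells. The embryonic pan-neural sample was made from GFP-marked neurons that were sorted by flow cytometry from dissociated, cultured embryonic cells (3 arrays), and its reference was made from all viable cultured cells (4 arrays). The larval samples were made from L2 larvae by mRNA-tagging, in which a FLAG-tagged poly(A)-binding protein is made in chosen cells and pulled down together with the transcripts it binds. The pan-neural sample carried the tag in all neurons (3 arrays), and the A-class sample carried it under the unc-4 promoter, mostly in A-class motor neurons, excitatory cholinergic neurons of the ventral nerve cord (4 arrays). By the study's account this tag was also made in the I5 pharyngeal neuron and the AVF interneurons. A rise in the A-class sample can therefore come from these cells too. The reference of both larval samples was RNA recovered in control pull-downs (5 arrays), and these 5 hybridizations were normalized once with each larval sample, so that the 24 columns of values held 19 independent hybridizations. P-values of single probe sets rest on the replicate arrays as the labels give them, and the small number of arrays limits the precision of every value. Those of overlaps take probe sets as independent units, and those of gene lists with the preset correlation compare genes. Neither of these measures the spread between arrays.

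Arrays of a group resembled each other closely. The squared correlation between replicate arrays across 22548 probe sets, which are not independent of each other, averaged 0.957 ± 0.0121 (SD over pairs) for the embryonic reference, 0.943 ± 0.0293 for embryonic pan-neural cells, 0.967 ± 0.0103 for the larval reference, 0.964 ± 0.0151 for the larval pan-neural sample and 0.979 ± 0.0081 for the A-class sample. Median intensities lay between 47.9 and 50.3 on the 7 embryonic arrays, between 61.9 and 64.2 on the 8 arrays of the larval pan-neural set and between 56.0 and 58.3 on the 9 arrays of the A-class set. The 3′ probe set of the Gapdh control exceeded its 5′ probe set, a sign of how far transcripts were shortened, by a log2 difference of 0.78 ± 0.14 (SD) in embryonic pan-neural cells and 1.16 ± 0.12 in their reference, by 2.74 ± 0.14 in the larval pan-neural sample and 2.20 ± 0.56 in its reference, and by 2.49 ± 0.26 in the A-class sample and 2.41 ± 0.58 in the reference of that set. Larval reference replicate 4 had the lowest value of the larval arrays, 1.32 in the pan-neural set. For actin the same difference was 3.56 ± 0.37 and 3.33 ± 0.21 in embryonic neurons and their reference, the other way round from Gapdh, 3.82 ± 0.03 and 3.23 ± 1.00 in the larval pan-neural sample and its reference, and 3.47 ± 0.36 and 3.28 ± 1.05 in the A-class sample and its reference.

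The first comparison asked which transcripts are enriched in embryonic neurons over all embryonic cells. Sorted neurons held more transcript of ciliary, synaptic and neuropeptide genes and less of genes for cell division and muscle filaments. Among single genes, dpy-20 rose most, 19.9-fold (log2 change 4.31 ± 0.31 SE, n = 3 pan-neural and 4 reference arrays, adjusted p = 0.000767), and its chromosome IV neighbour ZK792.7 rose 16.1-fold (4.01 ± 0.15). The KCNQ-type potassium channel gene kqt-2 rose by 3.70 ± 0.30 (log2) and gpc-1, which encodes a G protein gamma subunit, 12.8-fold (3.68 ± 0.25), a rough value since gpc-1 lay near the floor in the reference (4.20). The log2 change of nssp-39 was 3.74 ± 0.46 and that of Y41E3.5 was 3.58 ± 0.59. The deepest falls were those of T28B11.1 (-5.75 ± 0.20, adjusted p = 9.64e-05), T14B4.19 (-4.69 ± 0.37), the replication helicase gene mcm-7 (-4.67 ± 0.36), F46F11.7 (-4.66 ± 0.28), the saposin-like gene spp-10 (-4.38 ± 0.29) and C25F9.2 (-4.37 ± 0.49). In all, 442 probe sets for 397 genes were higher and 627 for 520 genes were lower in the neurons.

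Genes of ciliated sensory neurons, most of them parts of the transport machinery of cilia, had a mean log2 change of 1.00 in the embryonic neurons. Of the 31 measured, 9 rose and 22 did not pass, and 18 passed when adjusted over the list alone (adjusted p = 9.38e-13 for the list, adjusted p = 0.249 with an estimated correlation). bbs-5, a subunit of the BBSome complex of ciliary transport, rose by 1.95 ± 0.15, osm-5, an intraflagellar transport gene, by 2.19 ± 0.24 and bbs-9 by 1.27 ± 0.16. daf-19, the RFX transcription factor of ciliated cells, had a change of 0.73 ± 0.21 (adjusted p = 0.0522). Synaptic vesicle and active zone genes averaged 0.82. Of these 31, 6 rose and 25 did not pass, with 13 adjusted over the list alone (adjusted p = 2.00e-07, adjusted p = 0.414 with an estimated correlation). aex-3, the exchange factor of the vesicle GTPase RAB-3, rose by 2.53 ± 0.20, ric-4, the SNAP-25 gene, by 1.60 ± 0.23 and unc-57, the endophilin gene, by 1.04 ± 0.12. The synaptobrevin gene snb-1 did not pass (0.24 ± 0.14, adjusted p = 0.288). Of 58 genes of the nlp neuropeptide family, 10 rose, 5 fell and 43 did not pass, with 25 higher and 7 lower adjusted over the list alone and a mean of 0.73 (adjusted p = 1.62e-05, adjusted p = 0.414 with an estimated correlation). nlp-21 rose by 2.67 ± 0.26 and nlp-53 by 1.08 ± 0.13, rough values like that of bbs-9, since these genes lay near the floor in the reference (4.89, 4.79 and 4.58), while nlp-80 had a change of 1.21 ± 0.30 (adjusted p = 0.0333). The 5 that fell were nlp-28, nlp-29, nlp-30, nlp-31 and nlp-33, named here after their values were seen, which belong to the antimicrobial type of peptides made in the epidermis. nlp-31 fell by 1.61 ± 0.18 on the log2 scale, a rough value since it lay near the floor in the neurons (4.13).

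Cell cycle and DNA replication genes fell together, with a mean of -1.35. Of the 26 measured, 12 fell and 14 did not pass, with 15 lower adjusted over the list alone (adjusted p = 3.51e-14, adjusted p = 0.248 with an estimated correlation). Besides mcm-7, the cyclin B genes cyb-3 (-2.55 ± 0.19) and cyb-1 (-1.64 ± 0.15) fell, whereas the ribonucleotide reductase gene rnr-2 had a change of -0.71 ± 0.29 (adjusted p = 0.144). Of 30 body wall muscle genes 6 fell and 24 did not pass, with 13 lower adjusted over the list alone and a mean of -0.91 (adjusted p = 6.45e-10, adjusted p = 0.288 with an estimated correlation). The filament genes unc-87 (-2.62 ± 0.30), mup-2 (-2.54 ± 0.26), pat-10 (-2.51 ± 0.30), tnt-3 (-2.08 ± 0.33, to 4.97 near the floor) and unc-15 (-1.57 ± 0.21) fell. The actin gene act-4 (0.06 ± 0.12) and tni-3 (-0.46 ± 0.15) did not pass. The other lists that passed upward were those of monoamine identity (mean 1.03), flp neuropeptides (0.95), calcium and NCA channels (0.83), cholinergic motor neurons (0.73), peptide processing (0.71), insulin-like peptides (0.60), touch neurons (0.56), nicotinic receptors (0.46), glutamate and GABA receptors (0.39), the dauer pathway (0.36), guanylate cyclases (0.32) and chemoreceptors (0.15). Cuticle collagens (-0.34) and intestinal genes (-0.27) passed downward, although cpr-1, a cathepsin B-like protease gene of the intestine named after its value was seen, rose by 1.42. With an estimated correlation these 14 lists had adjusted p between 0.248 and 0.455, and none passed. The median and the mean of the glutamate identity list (-0.07 and 0.13) and of the further hypodermal genes (0.06 and -0.13) differed in sign, and the test of each pointed downward without passing.

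Of 7 genes chosen before the values were seen from those that the study names on these samples, which are not independent evidence, ric-4, unc-15 and tnt-3 passed, and rab-3 (1.51 ± 0.32, adjusted p = 0.0197), snt-1 (1.64 ± 0.35, adjusted p = 0.0200) and tni-3 did not. rgef-1, whose promoter marked the sorted cells, gave a log2 intensity of 3.95 ± 0.09 (SD) in the neurons and 3.75 ± 0.09 in the reference, near the floor of the array. Among all probe sets, 28.8% had no overlap between the groups, against 5.71% by chance, and all 1069 called probe sets were among them. Leaving out a single array moved the counts to between 24 and 566 higher and 89 and 762 lower, lowest without pan-neural replicate 1, and 15 of 28 called named genes (bbs-9, C25F9.2, mup-2, nlp-21, nlp-31, nlp-53, nssp-39, osm-5, pat-10, ric-4, tnt-3, unc-15, unc-57, unc-87 and Y41E3.5) lost their call in at least 1 such fit, ric-4, tnt-3 and Y41E3.5 in 6 of 7. No hybridization day and no chip lot held both groups, so that day, lot and group cannot be told apart, and with day as a random block 121 probe sets were higher and 220 lower.

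**Figure D1:**
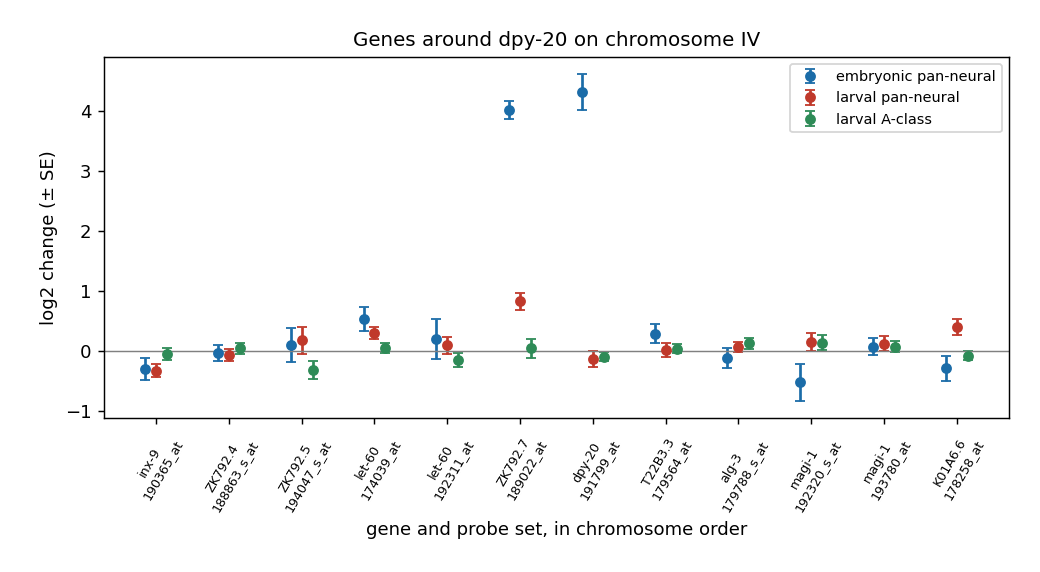
Log2 change (y axis, ± SE) of dpy-20, ZK792.7 and 8 neighbouring genes in chromosome order (x axis, 1 position per probe set) in embryonic pan-neural, larval pan-neural and larval A-class samples against their references. In the embryonic neurons dpy-20 and ZK792.7 lie at 4.31 and 4.01, and the probe sets of the other 8 genes lie between -0.53 and 0.52.

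The second comparison asked which transcripts are enriched in the nervous system of L2 larvae. The pan-neural pull-down was rich in transcripts of peptide signals, synaptic proteins and sensory cilia and poor in transcripts of the intestine, the cuticle and dividing cells. The insulin-like genes ins-24 (12.1-fold, log2 change 3.60 ± 0.31 SE, n = 3 pan-neural and 5 reference arrays, adjusted p = 7.62e-05) and ins-26 (11.1-fold, 3.48 ± 0.30) rose most. They were followed by the FMRFamide-like peptide gene flp-1 (10.3-fold, 3.36 ± 0.36), C33A12.4 (10.2-fold, 3.35 ± 0.29), flp-11 (8.92-fold, 3.16 ± 0.25) and the glutamate receptor gene glr-5 (3.12 ± 0.13). The deepest falls were those of Y102A11A.5 (-2.81 ± 0.56), let-4 (-2.69 ± 0.44), bus-8B (-2.66 ± 0.47), the cuticle collagen gene rol-8 (6.13-fold), txdc-12.2 (-2.55 ± 0.44) and the lysozyme gene ilys-5 (-2.55 ± 0.19, adjusted p = 4.31e-05). All of these falls but that of ilys-5 lost their call when some single array was left out, Y102A11A.5 in 6 of 8 such fits, and Y102A11A.5 (4.23) and let-4 (4.90) lay near the floor in the pan-neural sample. In all, 1372 probe sets for 1207 genes were higher and 754 for 666 genes were lower than in the control pull-downs.

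Many peptide genes rose. Of 25 flp genes 21 rose and 4 did not pass, with 22 adjusted over the list alone and a mean log2 change of 1.99 (adjusted p = 2.55e-23, adjusted p = 0.0697 with an estimated correlation). flp-32 rose by 1.80 ± 0.09, flp-5 by 2.05 ± 0.11 and flp-16 by 2.02 ± 0.12, while flp-8 had a change of 1.36 ± 0.30 (adjusted p = 0.0128). Of 58 nlp genes 38 rose, 4 fell and 16 did not pass, with 38 higher and 6 lower adjusted over the list alone and a mean of 1.30 (adjusted p = 7.74e-17, adjusted p = 0.0697 with an estimated correlation). nlp-5 (2.80 ± 0.11), nlp-62 (2.87 ± 0.12) and nlp-69 (2.85 ± 0.14) rose and nlp-36 did not pass (-0.58 ± 0.13, adjusted p = 0.0126). The 4 that fell were nlp-27, nlp-29, nlp-30 and nlp-31, named after their values were seen, again of the epidermal antimicrobial type. Of 31 synaptic genes 20 rose, 1 fell and 10 did not pass, with 23 higher and 1 lower adjusted over the list alone and a mean of 1.08 (adjusted p = 4.84e-15, adjusted p = 0.0697 with an estimated correlation). The complexin gene cpx-1 (2.11 ± 0.15), the synaptotagmin gene snt-1 (1.79 ± 0.13) and ric-4 (1.67 ± 0.09) rose, rpm-1 did not pass (0.35 ± 0.12), and sph-1, named after its value was seen, fell by 0.99.

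Touch neuron genes and cilium genes rose with them. Of 12 touch neuron genes 8 rose and 4 did not pass, with 8 adjusted over the list alone and a mean of 1.31 (adjusted p = 1.85e-09, adjusted p = 0.0697 with an estimated correlation). mec-17, the tubulin acetyltransferase gene, rose by 2.93 ± 0.14, the tubulin gene mec-7 by 2.44 ± 0.17 and the touch channel gene mec-4 by 1.41 ± 0.14, while mec-15 had a change of 0.56 ± 0.16 (adjusted p = 0.0422). Of 31 ciliated neuron genes 15 rose and 16 did not pass, with 15 adjusted over the list alone and a mean of 0.78 (adjusted p = 4.64e-13, adjusted p = 0.0697 with an estimated correlation). che-3, the dynein heavy chain of cilia, rose by 1.94 ± 0.15, bbs-5 by 1.76 ± 0.14 and che-13 by 1.37 ± 0.12 (a rough value from 4.78 in the reference, near the floor), and xbx-1 did not pass (0.52 ± 0.18). Intestinal genes fell, 14 of 32 with 18 that did not pass and 17 lower adjusted over the list alone, and averaged -0.78 (adjusted p = 4.75e-09, adjusted p = 0.0793 with an estimated correlation). The lysozyme gene lys-1 fell by 1.56 ± 0.18 on the log2 scale, cpr-1 by 1.03 ± 0.13 and act-5, the actin of intestinal microvilli, by 0.89 ± 0.10, and the protease gene asp-1 did not pass (-0.55 ± 0.19).

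The remaining lists passed upward in all transmitter and receptor groups but 1. Of the genes for acetylcholine use 4 of 6 rose (4 adjusted over the list alone, mean 1.07), of the GABA identity genes 4 of 6 (5 alone, mean 1.13), of the monoamine identity genes 3 of 9 (3 alone, mean 0.83), and the glutamate identity genes did not pass as a list (1 of 7, 1 alone, mean 0.53, adjusted p = 0.0671). Nicotinic receptor genes rose in 11 of 27 cases (11 alone, mean 0.59), glutamate and GABA receptor genes in 7 of 19 (8 alone, mean 0.78) and cholinergic motor neuron genes in 10 of 13 (10 alone, mean 1.52). Insulin-like genes rose in 11 of 24 (11 higher and 1 lower alone, mean 1.08), peptide processing genes in 7 of 11 (7 alone, mean 0.93), potassium channels in 17 of 67 (19 higher and 1 lower alone, mean 0.39) and calcium and NCA channels in 5 of 9 (6 alone, mean 0.80). Guanylate cyclases rose in 7 of 34 (8 alone, mean 0.52), chemoreceptors in 28 of 1276 (13 alone, mean 0.08), homeobox genes in 20 of 91 (25 alone, mean 0.39), bHLH genes in 3 of 22 (3 alone, mean 0.28), axon guidance genes in 9 of 38 (9 alone, mean 0.34) and dauer pathway genes in 9 of 37 (9 higher and 1 lower alone, mean 0.34). "Alone" stands here for adjusted over the list alone.

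Lists of other tissues moved downward in the larval pan-neural sample. Cell cycle genes fell in 5 of 26 cases (14 adjusted over the list alone, mean -0.53), cuticle collagens in 8 of 148 (mean -0.43), further hypodermal genes in 3 of 61 (2 adjusted over the list alone, mean -0.45), germline genes in 2 of 30 (2 adjusted over the list alone, mean -0.30) and body wall muscle genes in 1 of 30 (mean -0.60). Pharyngeal muscle genes passed as a list with a mean of -0.48. Adjusted over the list alone limma called 0 genes of the collagen, body wall muscle, pharyngeal muscle and ribosomal protein lists, of which 41, 21, 6 and 1 were lower at an unadjusted p under 0.05. The 28 lists that passed had adjusted p up to 0.0114, and none held with an estimated correlation, where their adjusted p lay between 0.0697 and 0.564. Nuclear receptors (13 of 259 higher, mean 0.04), coelomocyte and glia genes (1 higher and 1 lower of 10, mean -0.20), ribosomal protein genes (1 of 75 lower, mean -0.04) and stress response genes (1 of 18 lower, mean -0.22) did not pass. Adjusted over the list alone these counts were 12 for nuclear receptors, 3 higher and 3 lower for coelomocyte and glia genes and 1 for stress response genes.

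Of 15 genes chosen before the values were seen from those that the study names on these samples, which are not independent evidence, 7 rose and 1 fell. The dopamine transporter gene dat-1 rose 6.95-fold (2.80 ± 0.25), the vesicular acetylcholine transporter gene unc-17 4.35-fold (2.12 ± 0.21), gcy-8 2.71-fold, the vesicular GABA transporter gene unc-47 2.49-fold, snb-1 2.13-fold, the nicotinic receptor gene acr-16 2.08-fold and the TGF-beta ligand gene daf-7 1.82-fold, and the meiosis gene him-3 fell by 2.11 ± 0.40. Without some single array gcy-8 and him-3 lost their call in 5 of 8 fits each and daf-7 in 1, and the values of gcy-8 and him-3 are rough, since gcy-8 lay near the floor in the reference (4.90) and him-3 in the pan-neural sample (4.89). pab-1, the gene of the tagged protein, had a change of 1.35 ± 0.31 (adjusted p = 0.0141), snf-11 of 0.84 ± 0.23, gcy-5 of 0.41 ± 0.09, gcy-6 of 0.26 ± 0.10, tni-3 of -1.54 ± 0.36, unc-15 of -0.64 ± 0.18 and rgef-1 of 0.01 ± 0.09, and these did not pass. Of these the study reports snf-11 as enriched, tni-3 and unc-15 as depleted and gcy-5 and gcy-6 as not enriched. Among all probe sets 24.0% had no overlap between the groups, against 3.57% by chance. A single hybridization day held arrays of both groups, 2 of each. Within it all 38 called named genes kept their direction. This was fixed in advance and is no support, since all 1372 and 754 called probe sets had no overlap between the groups. The changes within that day were 3.57 for ins-24, 2.52 for flp-1, 2.76 for mec-17, -1.27 for lys-1 and -2.13 for ilys-5. limma called 0 probe sets there (5300 at an unadjusted p under 0.05). With day as a block 376 probe sets were higher and 49 lower, and without pan-neural replicate 3 the counts were 887 and 198.

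**Figure D2:**
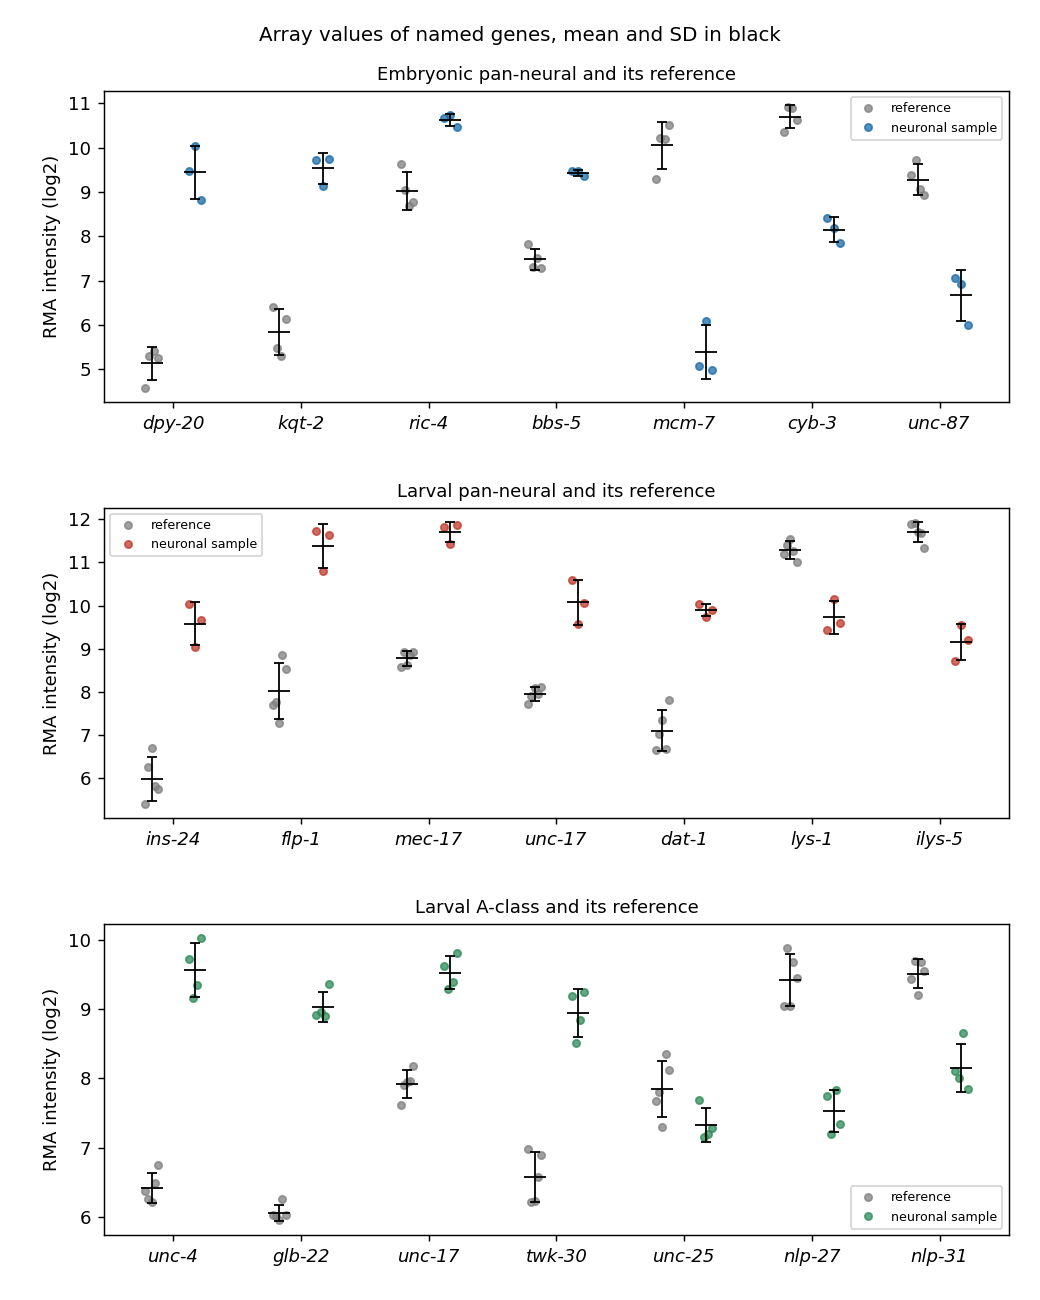
Log2 RMA intensity (y axis) of 7 named genes per comparison (x axis), with each array as a point, the reference in grey, the neuronal sample in colour and the mean ± SD in black. In the larval pan-neural sample flp-1 averaged 11.4 against 8.02 in its reference, and in the A-class sample unc-4 averaged 9.57 against 6.42.

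The third comparison asked which transcripts mark A-class motor neurons among all larval cells. The homeobox gene unc-4, which acts in these neurons and whose promoter carried the tag, rose most, 8.83-fold (log2 change 3.14 ± 0.18 SE, n = 4 A-class and 5 reference arrays, adjusted p = 3.88e-05). The peptide genes flp-13 (7.93-fold, 2.99 ± 0.20) and flp-4 (6.65-fold, 2.73 ± 0.23), the globin gene glb-22 (7.83-fold, 2.97 ± 0.11, adjusted p = 2.60e-06), F47D12.3 (2.79 ± 0.25) and Y119C1B.3 (2.79 ± 0.19, a rough value since its reference lay near the floor at 4.83) followed. The deepest falls were those of the epidermal peptide genes nlp-27 (-1.88 ± 0.20) and nlp-31 (-1.36 ± 0.17), C15A11.7 (-1.66 ± 0.19), the heme transporter gene hrg-4 (-1.48 ± 0.18), cysl-2 (-1.25 ± 0.18) and ugt-17 (-1.17 ± 0.14). In all, 175 probe sets for 159 genes were higher and 26 for 22 genes were lower.

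Genes known from cholinergic motor neurons rose together, with a mean of 1.29. Of the 13 measured, 8 rose and 5 did not pass, with 10 adjusted over the list alone (adjusted p = 3.38e-18, adjusted p = 0.227 with an estimated correlation). unc-3, the COE-type transcription factor of these neurons, rose by 2.28 ± 0.22 and unc-17 by 1.60 ± 0.13. Potassium channel genes averaged 0.20. Of these 67, 6 rose and 61 did not pass, with 7 adjusted over the list alone (adjusted p = 0.0025, adjusted p = 0.293 with an estimated correlation). The 2-pore channel genes twk-30 (2.36 ± 0.21), twk-35 (1.42 ± 0.15) and twk-46 (0.88 ± 0.09) rose, and twk-18 did not pass (-0.16 ± 0.13). Axon guidance genes averaged 0.28, and of the 38 measured, 4 rose and 34 did not pass, with 6 adjusted over the list alone (adjusted p = 8.86e-06, adjusted p = 0.293 with an estimated correlation). The netrin gene unc-6 rose by 1.45 ± 0.20, mig-13 by 1.49 ± 0.14, the TGF-beta family gene unc-129 by 1.12 ± 0.13 and syg-1, an immunoglobulin-family adhesion gene, by 0.81 ± 0.11, and the ankyrin gene unc-44 did not pass (0.31 ± 0.15).

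Cuticle collagen genes, which the hypodermis expresses, were also higher in the A-class sample, with a mean of 0.33. Of the 148 measured, 3 rose and 145 did not pass, with 14 adjusted over the list alone (adjusted p = 5.83e-11, adjusted p = 0.361 with an estimated correlation). col-104 rose by 1.99 ± 0.22, col-48 by 1.96 ± 0.29 and col-58 by 1.08 ± 0.16, and col-93 did not pass (0.18 ± 0.16). Of 61 further hypodermal genes 1 rose and 60 did not pass, with a mean of 0.19 and a median of 0.06, and the list passed upward. The other lists that passed upward were synaptic genes (mean 0.56), acetylcholine use (0.56), calcium and NCA channels (0.51), flp neuropeptides (0.45), peptide processing (0.29), nicotinic receptors (0.21) and homeobox genes (0.16), and intestinal genes passed downward (-0.17). With an estimated correlation these 9 lists had adjusted p between 0.227 and 0.370, and none passed. Median, mean and test differed in sign in the lists of GABA identity (-0.05, -0.04, upward), germline (0.01, -0.02, upward) and stress response (0.04, -0.01, upward), which did not pass.

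Of 16 genes chosen before the values were seen from those that the study names on these samples, which are not independent evidence, unc-4, unc-3, unc-17 and unc-6 passed. The marker genes of other neurons and of muscle, unc-25 (-0.52 ± 0.20), unc-47 (-0.25 ± 0.14), myo-2 (-0.16 ± 0.28) and unc-22 (-0.56 ± 0.12, adjusted p = 0.0401), did not pass. The tubulin gene mec-12 (0.92 ± 0.19, adjusted p = 0.0308), the innexin gene unc-9 (0.91 ± 0.21, adjusted p = 0.0458), the Frizzled gene mig-1 (0.67 ± 0.16), the netrin receptor genes unc-5 (0.39 ± 0.12) and unc-40 (-0.004 ± 0.11), clr-1 (-0.04 ± 0.12), pab-1 (0.36 ± 0.26) and rgef-1 (0.10 ± 0.07) did not pass either. The study reports mec-12, unc-9 and mig-1 as enriched in this sample and unc-5, unc-40 and clr-1 as not elevated. It describes unc-25, myo-2 and unc-22 as depleted. Among all probe sets 6.74% had no overlap between the groups, against 1.59% by chance. No hybridization day held both groups, so that day and group cannot be told apart, with day as a random block 107 probe sets were higher and 9 lower, and without A-class replicate 1, washed by another protocol, and reference replicate 4 together the counts were 70 and 35. Leaving out a single array moved the counts to between 82 and 153 higher and 7 and 39 lower, lowest for both without reference replicate 2, and 8 of 24 called named genes (col-48, col-58, cysl-2, hrg-4, nlp-31, syg-1, ugt-17 and unc-6) lost their call in at least 1 such fit, cysl-2 in 8 of 9, col-48 and col-58 in 7, unc-6 in 6 and syg-1 in 5.

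**Figure D3:**
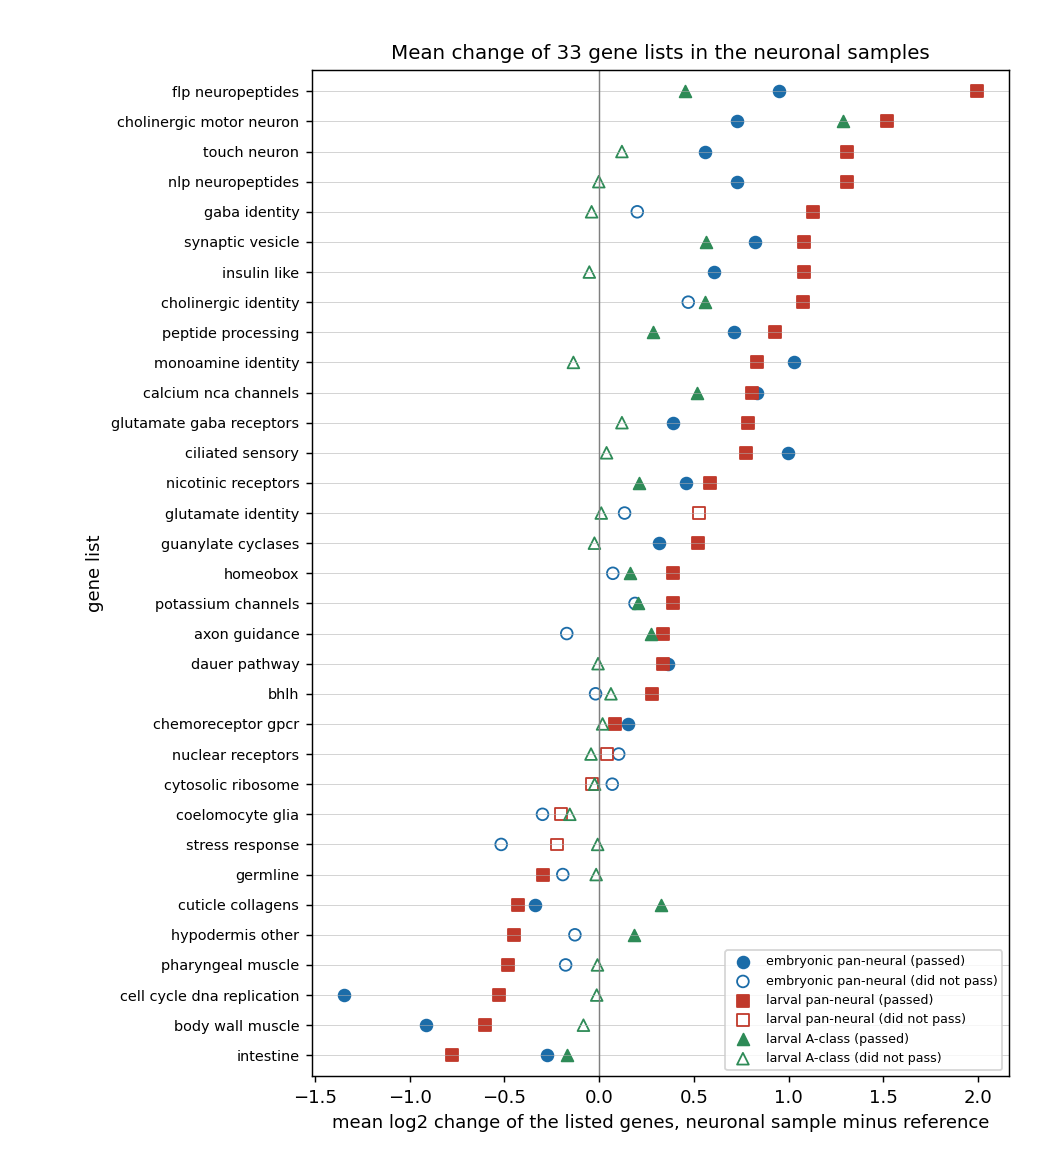
Mean log2 change (x axis) of the genes of each of 33 lists (y axis) in 3 neuronal samples against their references. Filled symbols mark lists that passed with the preset correlation, and the flp list reaches 1.99 in the larval pan-neural sample while the collagen list lies at -0.43 there and at 0.33 in the A-class sample.

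Embryonic and larval neurons shared some of their enriched transcripts. Of 442 probe sets enriched in embryonic and 1372 in larval neurons, 224 were shared (50.7% of the embryonic ones), against 26.9 expected for independent sets (1-sided Fisher's exact test, p = 2.49e-154), and by gene the number was 213 of 397. Of the 175 probe sets of the A-class sample 142 (81.1%) were also enriched in the larval pan-neural sample, against 10.6 expected (the same Fisher's exact test, p = 1.41e-141). The larval samples shared their references, and in 100 simulations without any change the calls shared 0 probe sets on average, while the 175 and 1372 top probe sets shared 61.6 on average and 79 at most. With references split between the samples, 4 of 4 and 41 of 133 A-class probe sets were shared, against 0.2 and 2.1 expected. The covariance of the log2 changes was 0.0691 and the simulated one 0.0121, while their correlation was 0.457 and the simulated one 0.423. Leaving out a single array moved the overlap of embryonic and larval neurons to between 15 and 314 and that of the larval samples to between 64 and 142. Lower probe sets overlapped as well, with 115 in the embryonic and larval pan-neural samples (21 expected) and 18 of 26 in the larval samples (0.9 expected), and 6 and 9 probe sets moved in opposite directions in embryonic and larval neurons (14.8 and 38.2 expected).

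Enriched in all 3 neuronal samples were 39 genes, named in part after their values were seen. They included the vesicular acetylcholine transporter gene unc-17 (log2 change 1.89 ± 0.26 in embryonic neurons, 2.12 ± 0.21 in the larval nervous system and 1.60 ± 0.13 in A-class neurons), the peptide genes nlp-21 (2.67 ± 0.26, 3.09 ± 0.28 and 1.94 ± 0.24) and flp-12 (2.08 ± 0.35, 2.11 ± 0.15 and 1.07 ± 0.13), the nicotinic receptor gene acr-12 (1.27 ± 0.13, 1.39 ± 0.11 and 0.90 ± 0.14), the JNK gene jnk-1 (2.29 ± 0.21, 2.17 ± 0.21 and 1.44 ± 0.15) and its kinase gene jkk-1 (1.40 ± 0.19, 1.98 ± 0.14 and 1.13 ± 0.12). The kinesin light chain gene klc-2 and the kinase gene cmk-1 were also among them. A further 32 probe sets were enriched in the A-class sample and called higher in neither pan-neural sample, and 24 of these were also higher in the A-class than in the larval pan-neural sample when the difference was tested. They included the collagens col-104, col-48 and col-58, the tubulin gene tbb-6 (1.05 ± 0.13) and the cuticle gene bli-5 (0.98 ± 0.14).

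The fourth comparison set the enrichment of embryonic neurons against that of larval neurons. Stage and isolation method changed together in it, so that they cannot be told apart. Scanner, wash protocol and normalization set changed with them. The embryonic enrichment exceeded the larval one most for kqt-2 (difference of log2 changes 4.66 ± 0.45 SE, n = 7 embryonic and 8 larval arrays, adjusted p = 3.15e-05), dpy-20 (21.9-fold), F42F12.4 (3.42 ± 0.52), ZK792.7 (3.19 ± 0.21), the alpha tubulin gene tba-4 (3.18 ± 0.40) and F22H10.2 (3.09 ± 0.51). It was lower most for T28B11.1 (-5.755), C25F9.2 (-4.43 ± 0.50), F26E4.5 (-4.02 ± 0.53), F59C12.4 (-3.98 ± 0.50), the collagen gene dpy-14 (-3.97 ± 0.68) and F46F11.7 (15.5-fold). C25F9.2, F26E4.5 and dpy-14 lay near the floor on all larval arrays, at 4.65 to 4.99, 3.88 to 3.96 and 4.04 to 4.38 in the pan-neural sample, so that their differences hold the embryonic fall alone. T28B11.1 differed by about its embryonic fall and F46F11.7 by less than its own, so neither reflects a larval rise. In all, the enrichment of 423 probe sets was higher and that of 705 lower in the embryonic neurons.

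Homeobox genes were less enriched in embryonic neurons, with a mean difference of -0.33. Of the 91 measured, 7 were lower and 84 did not pass, with 8 adjusted over the list alone (adjusted p = 0.000185, adjusted p = 0.211 with an estimated correlation). They included vab-15 (-2.82 ± 0.34), ceh-43 (-2.35 ± 0.23) and ceh-58 (-1.07 ± 0.16), and ceh-20 did not pass (-0.62 ± 0.24). Axon guidance genes averaged -0.53, with 5 of 38 lower, 33 that did not pass and 7 adjusted over the list alone (adjusted p = 0.000141, adjusted p = 0.216 with an estimated correlation). unc-129 differed by -3.19 ± 0.27, the ephrin gene efn-4 by -1.37 ± 0.23 and the semaphorin gene smp-1 by -1.23 ± 0.25, and unc-44 did not pass (-0.62 ± 0.33). Intestinal genes went the other way, with a mean of 0.49. Of 32, 5 were higher and 27 did not pass, with 8 adjusted over the list alone (adjusted p = 0.00203, adjusted p = 0.365 with an estimated correlation). cpr-1 differed by 2.46 ± 0.22, cpr-5 by 1.85 ± 0.29 and lys-1 by 1.30 ± 0.25, the last 2 through their larval fall alone, since cpr-5 lay near the floor on all embryonic arrays and lys-1 was not higher in embryonic neurons, and asp-1 did not pass (-0.54 ± 0.55). Median, mean and test differed in sign in the lists of monoamine identity (-0.08, 0.20, upward), calcium and NCA channels (0.06, 0.03, downward) and the dauer pathway (0.07, -0.001, downward), which did not pass. Leaving out a single array moved the counts to between 208 and 489 higher and 401 and 917 lower, lowest for both without larval pan-neural replicate 3, and smp-1 lost its call in 9 and lys-1 in 4 of 15 such fits. With day as a random block, chosen after the data were seen, 268 were higher and 500 lower.

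The fifth comparison set the A-class sample against the larval pan-neural sample, each relative to the same reference hybridizations. Peptide and aminergic genes were lower in the A-class sample, and genes of the cuticle and the hypodermis were higher, in part through their fall in the pan-neural sample. The shortfall was not particular to genes of other neurons, since synaptic genes had a mean difference of -0.52. The largest shortfalls were those of ins-26 (-3.70 ± 0.25 SE, n = 4 A-class and 3 pan-neural arrays, adjusted p = 0.000101), flp-1 (-3.65 ± 0.24), ins-24 (-3.47 ± 0.22), F09E10.7 (-3.22 ± 0.23), flp-6 (-3.19 ± 0.26) and the tyrosine decarboxylase gene tdc-1 (-3.13 ± 0.16). The largest excesses were those of the collagen gene sqt-1 (13.4-fold, adjusted p = 0.000961), the hedgehog-related gene grl-7 (3.64 ± 0.48), col-90 (3.48 ± 0.41), K01D12.9 (3.47 ± 0.65), irg-5 (3.40 ± 0.39) and T19A5.3 (3.26 ± 0.47). Of the genes with these excesses only irg-5 stood among the 32 probe sets enriched in the A-class sample and called higher in neither pan-neural sample. irg-5 had a log2 change of 1.72 in the A-class and -1.68 in the larval pan-neural sample against the reference. An excess in this comparison thus need not be a rise over the reference. In all, 440 probe sets were higher and 847 lower in the A-class sample.

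Of 6 GABA identity genes 4 were lower and 2 did not pass, with 4 adjusted over the list alone and a mean of -1.17 (adjusted p = 0.000211, adjusted p = 0.140 with an estimated correlation). The glutamic acid decarboxylase gene unc-25 (-2.79 ± 0.19), unc-47 (-1.57 ± 0.15) and unc-30, the homeobox gene of D-type motor neurons (-1.23 ± 0.10), were lower, and snf-11 did not pass (-0.35 ± 0.19). Of 12 touch neuron genes 7 were lower and 5 did not pass, with 8 adjusted over the list alone and a mean of -1.19 (adjusted p = 1.18e-08, adjusted p = 0.126 with an estimated correlation). mec-17 (-3.12 ± 0.22), mec-7 (-2.18 ± 0.25) and mec-4 (-1.54 ± 0.14) were lower, and mec-15 did not pass (-0.69 ± 0.17). Of 148 cuticle collagens 41 were higher and 107 did not pass, with 50 adjusted over the list alone and a mean of 0.76 (adjusted p = 1.56e-21, adjusted p = 0.136 with an estimated correlation). col-41 (3.17 ± 0.34), col-104 (2.57 ± 0.26) and col-115 (0.92 ± 0.10) were higher, and col-93 did not pass (0.18 ± 0.10). Of 61 further hypodermal genes 11 were higher and 50 did not pass, with 17 adjusted over the list alone and a mean of 0.66 (adjusted p = 3.57e-08, adjusted p = 0.126 with an estimated correlation). grl-5 (1.53 ± 0.20) and lin-26, a transcription factor gene of the hypodermis (0.86 ± 0.11), were higher, and grd-10 did not pass (0.46 ± 0.22). Of 30 body wall muscle genes 1 was higher and 29 did not pass (mean 0.52, adjusted p = 3.25e-09, adjusted p = 0.234 with an estimated correlation), and of 32 intestinal genes 6 were higher and 26 did not pass (mean 0.61, adjusted p = 1.04e-07, adjusted p = 0.136). Both lists passed downward in the pan-neural sample against the reference and neither passed upward in the A-class sample, so these excesses hold mostly the pan-neural fall. For cuticle collagens and further hypodermal genes too, the mean fall in the pan-neural sample was larger than the mean rise in the A-class sample. The ribosomal protein list had a median of -0.002 and a mean of 0.02 and did not pass. Among all probe sets 24.9% had no overlap between the groups, against 5.71% by chance. Leaving out a single array moved the counts to between 91 and 629 higher and 446 and 916 lower, lowest for both without larval pan-neural replicate 3, and grl-5, grl-7, K01D12.9 and T19A5.3 lost their call in at least 1 such fit, K01D12.9 in 6 of 12. No hybridization day held both samples, so that day and sample cannot be told apart. With day as a random block, chosen after the data were seen, 93 were higher and 361 lower.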

Values the study reported

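The study reported a mean coefficient of determination of approximately 0.96 between larval reference arrays and a like value between larval pan-neural arrays. At 1.5-fold and a false discovery rate of at most 1% it reported 1,562 transcripts enriched in the larval pan-neural sample, 1,637 in embryonic neurons and 412 in larval A-class neurons. It found 710 transcripts, given as 711 elsewhere in its text, enriched in both pan-neural samples, and 282 of the 412 A-class transcripts were also enriched in the larval pan-neural sample.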

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

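The tests of dpy-20 and the comparison of intestinal and muscle slopes were chosen after the result was seen, and the other tests in this part were chosen before.

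dpy-20 and its neighbour ZK792.7 rose by 4.31 and 4.01 (log2) in sorted embryonic neurons, while the probe sets of 8 other neighbouring genes lay between -0.53 and 0.52. The larval change of dpy-20 divided by its embryonic change was -0.033, so the tables argue against an enrichment that all neurons share at both stages. The rise between the means of 3 and 2 hybridization days was 4.28 (2.83 to 5.72) for dpy-20 and 4.10 (3.49 to 4.71) for ZK792.7. These ranges take no account of the choice of both genes for their large rise in the same arrays. They therefore cannot decide whether independent variation between days was the whole cause. A shift common to all days of the sorted cells stays open and cannot be told apart from the cells, since no day held both groups and the range of dpy-20 over the 3 pan-neural arrays was 0.281 of its rise. DNA of a dpy-20 marker carried by the sorted strain, of the kind commonly used to mark transgenic worms, is a candidate explanation that would give this pattern. The sources used here do not say whether that strain carried such DNA, and ZK792.7 also rose by 0.82 in the larval pan-neural sample. Expression of both genes in embryonic neurons alone stays open as untested.

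Cuticle collagens were higher in the A-class sample, with a median log2 change of 0.19 over 148 genes. The tables exclude neither of the technical explanations tested. RNA of the hypodermis carried along in the pull-down stays open, since the median of 61 further hypodermal genes was 0.334 times that of the collagens, with a bootstrap range of 0.136 to 0.835. Cultures harvested at different phases of the moult could also give it, since the SD of the collagens over the 5 references had a median of 0.311 against 0.178 for random lists of like level (percentile 100 of 10000 lists), and reference replicate 4 alone had a collagen median of 0.31 relative to the mean of the references, above the 0.14 to 0.25 of the A-class arrays. Reference replicate 4 also had the lowest 3′ to 5′ difference of Gapdh among the references of this set (1.46). Whether that moved its collagen values was not tested. A difference of A-class neurons from other cells stays open as untested.

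Larval pan-neural replicate 2 showed a weaker enrichment than replicates 1 and 3, and its squared correlation with the references was 0.931 against 0.863 and 0.891. Regressed on the mean of the other replicates, its linear changes had slopes of 0.725 (0.653 to 0.817) over 32 intestinal genes and 0.387 (0.31 to 0.451) over 43 muscle genes, a difference of 0.338 (0.241 to 0.466), and the difference was 0.358 and 0.299 against replicates 1 and 3 alone. Dilution by RNA of the composition of the references would lower all slopes about alike. The ranges are bootstraps over genes of a single array, so they do not measure the spread between arrays. The difference of the slopes therefore cannot decide whether such dilution was the whole cause. Dilution by RNA of other cells with another composition, such as one richer in muscle transcripts, was not tested and stays open, as does dilution as a part of the cause, since the slopes were 0.627 over 320 neuronal genes and 0.502 over 223 genes of muscle, intestine and cuticle, both lowered but 0.125 apart (0.048 to 0.221), and the share it explains cannot be told apart from other differences of this replicate. The design names no difference between replicates, so no biological explanation was tested.

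In each comparison the real split of the arrays gave more called probe sets than any other split tried. No day held both groups for embryonic neurons, the A-class sample or the A-class against the pan-neural sample, so splits cannot separate group from day. With 35 splits the share of the real one cannot fall below 1 in 35. For embryonic neurons 1 of 35 splits of the arrays, the real one, gave as many as the 1069 called, and limma called at most 0 in the others. For larval neurons 1 of 56 splits gave as many as the 2126 called, and the highest other had 11 and set references 1 to 3, of the earlier days, against the rest. For the A-class sample 1 of 100 splits gave as many as 201 (highest other 0), for the embryonic against the larval enrichment 1 of 100 gave as many as 1128 (highest other 290, a split that kept the real embryonic groups), and for the A-class against the pan-neural sample 1 of 35 gave as many as 1287 (highest other 0). Chance cannot be excluded for the number of gene lists that passed. As many lists passed in 4 of 35 splits for embryonic neurons (19 real, 23 in the highest other), 5 of 56 for larval neurons (28 and 29), 16 of 100 for the A-class sample (13 and 18), 41 of 100 for the embryonic against the larval enrichment (14 and 29) and 4 of 35 for the A-class against the pan-neural sample (25 and 27).

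Single arrays lay far from the others of their group in 17 of 246 pairs of a gene or measure and a group, where chance gives about 1 in 20, or 12.3. Only groups of 4 or 5 arrays were tested, so outlying arrays in the embryonic and larval pan-neural groups of 3 arrays were not looked for. In the embryonic reference these log2 intensities were 9.41 for pat-10 in replicate 4 (others 10.3 to 10.4), 8.71 for F26E4.5 in replicate 1 and 9.99 for unc-44 in replicate 3. In the larval reference of the pan-neural set they were 4.65 for che-13 and 11.4 for unc-15 in replicate 2, 7.79 for him-3 and 6.25 for smp-1 in replicate 1 and 9.07 for unc-44 in replicate 4. In the reference of the A-class set they were 5.74 for flp-4 in replicate 1 and 6.26 for glb-22 in replicate 4. A-class replicate 1, washed by another protocol, had 4 of them, with 6.66 for ugt-17, 7.17 for unc-5, 9.07 for mec-17 and 8.81 for mec-7, and A-class replicate 4 had 3, with 9.41 for clr-1, 9.36 for glb-22 and a mean spike-in signal of 7.77. Embryonic pan-neural replicate 3 had a mean spike-in signal of 9.89, above the highest embryonic reference at 8.52.

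The enrichment of embryonic and of larval neurons differed in a test of the difference itself. It was higher in the embryonic neurons for 423 probe sets and lower for 705. Lists that were lower had mean differences of -1.04 for flp neuropeptides, -0.93 for GABA identity, -0.84 for the cell cycle, -0.83 for touch neurons, -0.79 for cholinergic motor neurons, -0.55 for nlp neuropeptides, -0.53 for axon guidance, -0.48 for insulin-like peptides, -0.39 for glutamate and GABA receptors, -0.36 for bHLH genes, -0.33 for homeobox genes and -0.20 for potassium channels. Those higher were the intestine (0.49) and further hypodermal genes (0.32). Genes with a higher log2 change in the embryonic neurons were kqt-2 (4.66), dpy-20 (4.455), F42F12.4 (3.42), ZK792.7 (3.19), tba-4 (3.18), F22H10.2 (3.09), cpr-1 (2.46), cpr-5 (1.85) and lys-1 (1.30), of which cpr-5, near the floor on embryonic arrays, and lys-1 differ through their larval fall alone. Those with a lower one were T28B11.1 (-5.755), C25F9.2 (-4.43), F26E4.5 (-4.02), F59C12.4 (-3.98), dpy-14 (-3.97), F46F11.7 (-3.955), unc-129 (-3.19), vab-15 (-2.82), ceh-43 (-2.35), efn-4 (-1.37), smp-1 (-1.23) and ceh-58 (-1.07), of which C25F9.2, F26E4.5 and dpy-14 lay near the floor on larval arrays and hold the embryonic fall alone. T28B11.1 differed by about its embryonic fall and F46F11.7 by less than its own, so neither reflects a larval rise.

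The A-class and the larval pan-neural sample also differed in a test of the difference itself, with 440 probe sets higher and 847 lower in the A-class sample. Lists that were lower had mean differences of -1.54 for flp neuropeptides, -1.31 for nlp neuropeptides, -1.19 for touch neurons, -1.17 for GABA identity, -1.14 for insulin-like peptides, -0.99 for monoamine identity, -0.74 for ciliated neurons, -0.66 for glutamate and GABA receptors, -0.64 for peptide processing, -0.54 for guanylate cyclases, -0.52 for synaptic genes, -0.38 for nicotinic receptors, -0.35 for the dauer pathway, -0.29 for calcium and NCA channels, -0.24 for homeobox genes, -0.22 for bHLH genes and -0.19 for potassium channels. Those higher were cuticle collagens (0.76), further hypodermal genes (0.66), the intestine (0.61), body wall muscle (0.52), the cell cycle (0.52), pharyngeal muscle (0.47), the germline (0.28) and stress response genes (0.21). All of these but stress response genes passed downward in the pan-neural sample against the reference. In the A-class sample only cuticle collagens and further hypodermal genes of them passed upward, and the intestine passed downward. The other excesses thus hold mostly a deeper fall in the pan-neural sample. For cuticle collagens and further hypodermal genes too, the mean fall in the pan-neural sample was larger than the mean rise in the A-class sample. Genes that were higher in the A-class sample were sqt-1 (3.745), grl-7 (3.64), col-90 (3.48), K01D12.9 (3.47), irg-5 (3.40), T19A5.3 (3.26), col-41 (3.17), col-104 (2.57), grl-5 (1.53), col-115 (0.92) and lin-26 (0.87). Those lower were ins-26 (-3.70), flp-1 (-3.65), ins-24 (-3.47), F09E10.7 (-3.22), flp-6 (-3.19), tdc-1 (-3.13), mec-17 (-3.12), unc-25 (-2.79), mec-7 (-2.18), unc-47 (-1.57), mec-4 (-1.54) and unc-30 (-1.23). Of the genes with an excess only col-104 and irg-5 stood among the 32 probe sets enriched in the A-class sample and called higher in neither pan-neural sample. The other excesses of genes need not be a rise over the reference in the A-class sample. With an estimated correlation none of the lists of either comparison passed, with lowest adjusted p of 0.211 and 0.126.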

How the results depend on the processing

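Chosen after seeing the data were hybridization day as a random block in the comparisons of enrichments, the omission of doubted arrays, the rescaled and day refits of the gene lists, and the omission of single arrays for lists and overlaps. The changed counts come first, as higher and lower probe sets. At an adjusted p under 0.05 there were 1404 and 1628 for embryonic neurons, 1601 lower for larval neurons, 382 and 170 for the A-class sample, 1168 and 1534 for the embryonic against the larval enrichment and 1088 higher for the A-class against the pan-neural sample, and overlaps of 631 and 268, as a looser threshold must give. A test against a change of 1.5-fold gave, by its stricter construction, 30 and 96, 449 and 22, 16 and 0 (324 at an unadjusted p under 0.05), 35 and 105, and 30 and 226. SAM gave 1764 and 2069 for embryonic neurons, 1731 lower for larval neurons and 489 and 253 for the A-class sample. A single fit over all arrays gave 1562 and 1858 for embryonic neurons, 1179 lower for larval neurons and 64 lower for the A-class sample. A replicate block gave 168 and 271, 731 and 252, and 12 and 0 (3151 at an unadjusted p under 0.05). Day as a random block gave 121 and 220 for embryonic neurons, 107 and 9 for the A-class sample, 268 higher for the embryonic against the larval enrichment and 93 and 361 for the A-class against the pan-neural sample. For larval neurons day as a block gave 376 and 49, and limma called 0 and 0 within the only day of both groups (5300 at an unadjusted p under 0.05), with fewer arrays. Larval references 4 and 5 alone gave 351 and 33 for larval neurons, 4 and 2 for the A-class sample and 102 and 160 for the embryonic against the larval enrichment. Without the doubted arrays, which are A-class replicate 1, larval reference replicate 4 and embryonic pan-neural replicate 3, 70 were higher in the A-class sample and 278 in the embryonic against the larval enrichment. With references treated as independent 191 were higher in the A-class against the pan-neural sample. Split references gave overlaps of 4 and 41. Camera with an estimated correlation passed 0 lists in each comparison (6, 19, 4, 6 and 11 at an unadjusted p under 0.05). With all probe sets in place of 1 per gene the peptide processing list of embryonic neurons reversed to -0.066 (adjusted p = 0.513). Over the brighter probe sets alone the replicate agreement was 0.899 and 0.881 for the embryonic reference and neurons, 0.926 and 0.934 for the larval reference and pan-neural sample and 0.951 and 0.926 for the A-class sample and its reference. Except where construction is named, the cause was not tested.

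Omission of single arrays gave 24 to 566 higher and 89 to 762 lower for embryonic neurons. The counts were 24 and 89 without pan-neural replicate 1, 173 lower without replicate 2 (24% of all calls kept), 154 and 188 without replicate 3, and 40 and 133, 163 and 294 and 119 and 298 without reference replicates 2, 3 and 4. For larval neurons the ranges were 887 to 1343 and 198 to 882, with 887 and 198 without pan-neural replicate 3 and 239 and 350 lower without pan-neural replicate 1 and reference replicate 2. For the A-class sample they were 82 to 153 and 7 to 39. Higher were 99 and 89 without A-class replicates 1 and 3 and 82 without reference replicate 2, and without reference replicate 1, which also lowered this count, 60.7% of all calls were kept. Lower were 7, 8 and 8 without A-class replicates 2, 3 and 4 and 7 and 11 without reference replicates 2 and 4. For the embryonic against the larval enrichment they were 208 to 489 and 401 to 917. Higher were 264 without embryonic pan-neural replicate 1, 245 without embryonic reference replicate 2, 240 and 208 without larval pan-neural replicates 1 and 3 and 265 without larval reference replicate 2, and lower were 401 without larval pan-neural replicate 3. For the A-class against the pan-neural sample they were 91 to 629 and 446 to 916. Higher and lower were 153 and 504, 154 and 524 and 274 and 564 without A-class replicates 2, 3 and 4 and 91 and 446 without pan-neural replicate 3, and 147 were higher without pan-neural replicate 1. Overlaps ranged from 15 to 314 and from 64 to 142. Lists that passed numbered 17 to 21, 28 to 29, 12 to 15, 13 to 19 and 24 to 26. No called probe set was called in the opposite direction in any alternative. In the comparisons with a reference, fits that only left out arrays could not turn a call, since no called probe set overlapped between the groups. A turn of direction without a call was not counted. The named genes kept their direction and side of the threshold in 599 of their fits for embryonic neurons, against 83 that lost and 15 that gained a call, in 1049, 127 and 36 for larval neurons, in 814, 120 and 6 for the A-class sample, in 591 and 33 for the embryonic against the larval enrichment and in 593, 27 and 1 for the A-class against the pan-neural sample. In 1, 5 and 17 further fits of the 3 enrichments the value of a gene moved. For the gene lists the unchanged, weaker, stronger and moved fits numbered 442, 29, 13 and 10, then 612, 33, 10 and 5, then 571, 21, 7 and 61, then 713, 21, 30 and 28, and 601, 45, 11 and 3. For larval neurons 8 of 38 called named genes lost their call without some array, Y102A11A.5, bus-8B, daf-7, gcy-8, him-3, let-4, rol-8 and txdc-12.2, and 7 others gained 1. glb-22 was the A-class gene that kept its call in every alternative. Signal near the floor limits dim probe sets such as that of rgef-1.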

Other observations

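Some genes of sensory neurons and interneurons were lower in the A-class than in the larval pan-neural sample. They were chosen after their values were seen. Of the fixed lists that hold genes of these kinds, insulin-like peptides, ciliated neurons, guanylate cyclases, touch neurons and glutamate and GABA receptors passed downward in this comparison, though none passed with an estimated correlation (adjusted p between 0.126 and 0.136), while glutamate identity (mean -0.52, adjusted p = 0.102) and chemoreceptors (mean -0.065, adjusted p = 0.0811) did not pass. The odorant receptor gene odr-10 was lower by a log2 difference of -2.55 in the A-class sample, eat-4, the vesicular glutamate transporter gene, by -2.51, and the glutamate receptor gene glr-1 by -2.49. The insulin-like genes daf-28 and ins-18 were lower by -2.34 and -2.77. In the larval pan-neural sample the same genes rose over the reference, odr-10 by 2.22, eat-4 by 2.54, glr-1 by 2.08, daf-28 by 2.44 and ins-18 by 2.62. The choline acetyltransferase gene cha-1, which cholinergic neurons use, was lower in the A-class sample by -1.845 and -1.99 on its probe sets, while unc-4 was higher by 1.69 and twk-30 by 1.25. The list of acetylcholine use did not pass in this comparison. unc-17 rose over the reference in both larval samples, by 1.60 in the A-class and 2.12 in the pan-neural sample.

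In embryonic neurons the tyrosine decarboxylase gene tdc-1 rose by 3.20 (log2) and cat-4, a gene of cofactor synthesis for aminergic neurons, by 1.61, and 2 of 9 monoamine identity genes rose. The nuclear receptor gene nhr-43 fell by 3.53, a rough value since it lay near the floor in the neurons (4.47), and 1 of the probe sets of the epidermal gene che-14 by 1.96, the other having a value of -0.55 that did not pass. In the A-class sample the calcium channel gene unc-2 rose by 1.17 on 1 of its 4 probe sets, acr-19 by 1.58 and twk-49 by 2.32. These genes too were named after their values were seen.

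The number of probe sets higher in embryonic neurons was 442 by limma and 1764 by SAM at the same fold and false discovery rate. The first is lower than the number of transcripts quoted from the study above. The number for the A-class sample was 175 by limma and 489 by SAM. The first is lower than the value quoted above. The overlap of embryonic and larval pan-neural enrichment was 224 probe sets by limma and 745 by SAM, and that of the larval samples was 142 and 315. Both overlaps by limma are lower than the numbers quoted from the study above. By SAM, the method of the study, these counts are higher than the quoted ones, and they count probe sets where the study counts transcripts.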
